A study of Escherichia coli with 6 samples. Its data were reported in "Contrasts and similarities in the transcriptomic response to antimicrobial coinage metals in Escherichia coli" (2026).

How the data were processed

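RNA-seq measured the transcripts of *Escherichia coli* K12 BW25113, a wild-type laboratory strain, in 6 cultures. Each culture held 15 mL of M9-glucose, a defined minimal medium with glucose as the carbon source, and was shaken at 150 rpm and 37 °C. The 3 control cultures received no metal. The 3 gold cultures received tetrachloroauric acid, a soluble salt of trivalent gold, at 10 µM (3.39 µg/mL) before inoculation. After 10 hours, cells from 2 mL of each culture were pelleted and total RNA was extracted with DNase treatment. Ribosomal RNA was depleted and directional cDNA libraries were made, with a mean fragment of 362 bp. Samples were placed in their groups by the sample titles, which also number the replicates of each group from 1 to 3.

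The authors trimmed the paired reads with rfastp, aligned them with Rsubread to the RefSeq assembly of BW25113, and deposited 1 count per coding sequence and library without normalisation. Whether the counting used the strand, how it treated reads that align at several places, and whether it counted pairs or single reads are not given in the sources used here. Counts of near-identical genes such as *gadA* and *gadB* or *argF* and *argI*, and of overlapping or antisense genes, are therefore uncertain. The count table held 4378 genes, 19 of them with no count in any library, and every entry named a gene. Gene symbols were those of the count table. Of these names, 3871 matched a symbol in a RefSeq gene table of *E. coli* MG1655 (assembly ASM584v2), and 359 were in locus-tag style. That table belongs to another strain, so it served only for names and for which genes lie near each other, and no genome position is given.

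The authors also deposited the output of DESeq2 for gold against control. Its mean column is a signal, the mean over libraries of counts divided by DESeq2 size factors, as the authors computed it. Its fold changes and their standard errors are on the log2 scale, as deposited. Its test statistic, the Wald statistic, is a score deposited by the authors with no fixed range. Its p-values, raw and Benjamini-Hochberg adjusted, are those of the authors' Wald test. Of the 4378 genes, 4351 had an adjusted p-value in the authors' deposited table. Values from that table are named as such wherever they are printed. DESeq2 was run again on 19 sets of the deposited count columns (all 6 libraries, each library left out, and each library replaced by a copy of another of its group) to find which set the deposited table had come from. Log2 fold changes of a gene were taken as equal when they differed by less than 0.001.

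The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the deposited counts. It used trimmed mean of M-values (TMM) scaling, the low-count filter of edgeR (filterByExpr), robust estimation, and Benjamini-Hochberg adjustment over the 3767 genes that passed the filter. A gene was called when its adjusted p-value was below 0.05 and its absolute log2 fold change was above 1, the thresholds of the study. Although the study used DESeq2, edgeR was the main test here, and the Wald test of DESeq2 1.42.0 was an alternative. Levels are printed as TMM-normalised CPM (each count scaled to a common library total) with the SD over 3 libraries. The standard error (SE) beside a log2 fold change came from the spread of log2 CPM between libraries, computed from counts with 0.5 added, and not from the edgeR model. All tests were two-sided.

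Gene lists were compared by camera of limma 3.58.1, which asks whether the genes of a list moved further than the other genes tested. It was run on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 21 lists. The lists came from general knowledge of *E. coli* regulons, except the CpxR list and the list of 23 genes that answer to several metals, which the study names. The study chose the CpxR genes on its silver and copper data, and the 23 genes partly on these libraries. A list was called when its adjusted p-value was below 0.05. The older names *cysU*, *trpC*, *hisI* and *gor* were read as *cysT*, *trpCF*, *hisIE* and *gorA*. In the principal component analysis, log2 CPM of the 5% of tested genes with the highest variance was used.

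The groups, the tests, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 50 counts and with all 3 gold libraries beyond all 3 control libraries. It also named a fixed set of genes for copper, zinc, iron, thiol and envelope functions, and in each list the member with the highest absolute log2 fold change. The alternatives were DESeq2, other scaling factors, 2 other low-count filters, the replicate number as a block, other thresholds, each library left out in turn, other list tests and other inputs to the principal components. One alternative, DESeq2 with control 3 replaced by a second copy of control 1, was added after the data had been seen.

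Library totals ranged from 3103701 to 5328821 counts, and the common biological coefficient of variation in edgeR was 12.6%. The tests were first run on simulated data for the comparison of gold with control. All 4378 genes were drawn from the means of the real controls and the totals of the real libraries. Of 200 genes given a log2 change of 2, edgeR recovered 200 with 1 false call among 3748 genes tested, and DESeq2 recovered 199. Camera found the 1 list that had been shifted and called no other of the 21 lists. Each gene was drawn independently, so the simulation could not test the preset correlation between genes. Far fewer genes were changed in it than differed between the real groups. Figures were drawn with matplotlib 3.10.9.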

Results

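Transcripts were counted in 3 control and 3 gold-treated cultures of *E. coli* K12 BW25113 after 10 hours of growth. The control libraries held 3370720, 3302650 and 3103701 counts, and the gold libraries held 4700416, 3370003 and 5328821. Between 4231 and 4279 genes had at least 1 count in each library. Across genes, log2 CPM correlated within the controls at r = 0.981 to 0.992, within gold at 0.992 to 0.993, and between the groups at 0.695 to 0.714. These are correlations across genes, which are not independent replicates. Replicates differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 6.28 to 36.8, so each library was counted as a separate sample. Between groups the same measure was 634 to 796.

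The principal component analysis asked whether libraries group by treatment. Over the 189 most variable genes, the first component held 98.9% of the variance and the second 0.679%. Controls lay between -39.1 and -36.8 on the first component and gold libraries between 37.5 and 38.8. The share was lowest, at 95.5%, when all tested genes were used.

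The comparison of gold with control asked which genes differ in cells that have grown for 10 hours with sublethal gold. Of 3767 genes tested with edgeR, 3005 passed the adjusted p threshold and 1968 were called. Of these, 982 were higher and 986 lower in gold, together 52.2% of the tested genes and 45.0% of all genes. In 1966 of the calls all 3 gold libraries lay beyond all 3 controls. Among all tested genes 81.6% showed no overlap between the groups, where chance gives 10%. The log2 fold change was above 2 for 408 called genes and below -2 for 427, above 5 for 22 and below -5 for 79. Dropping the fold change minimum moved the count most, to 3005 genes, 1490 higher and 1515 lower. Scaling by total counts moved the median log2 fold change of all genes by -0.14 relative to TMM scaling and gave 868 higher and 1093 lower calls. DESeq2 on the same 6 libraries called 1026 higher and 1005 lower.

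**Figure D1:**
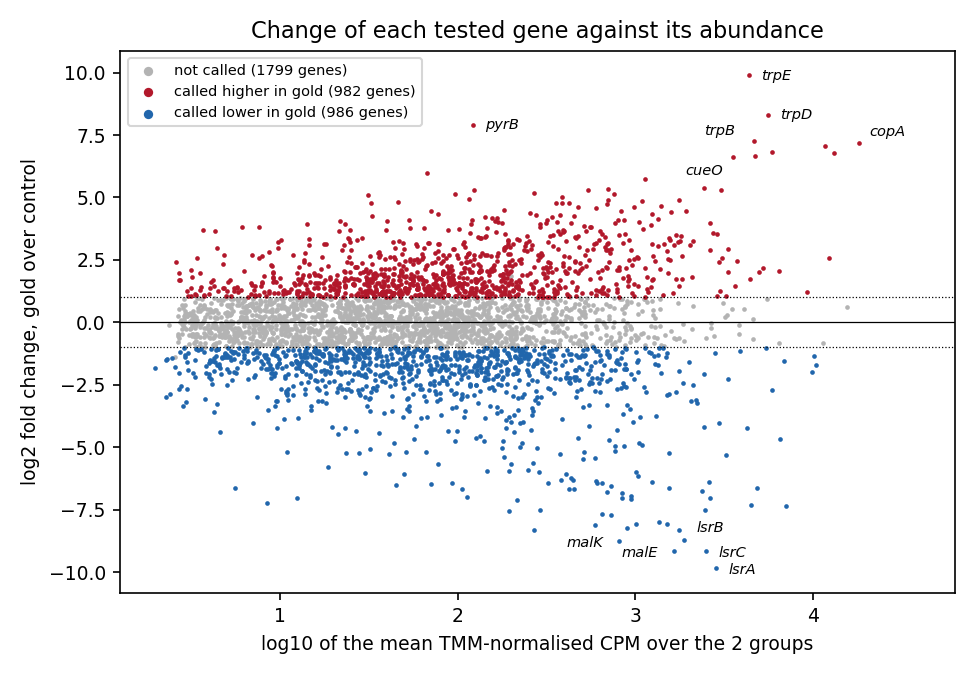
Log2 fold change of each of the 3767 tested genes (gold over control, y axis) against the log10 of its mean TMM-normalised CPM over both groups (x axis); each point is 1 gene and the dotted lines mark a log2 fold change of 1 and -1. The 982 genes called higher and the 986 called lower spread over the whole range of abundance, with *trpE* at 9.89 and *lsrA* at -9.84 as the outermost named genes.

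In the authors' deposited table, 1028 genes were higher and 1025 lower at the same thresholds. Of these, edgeR called 962 and 952 in the same direction and none in the opposite direction. Of the rest of the calls in the authors' deposited table, 77 were in genes that edgeR did not test and 62 were tested and not called. Another 54 genes were called by edgeR alone. The fold changes in the authors' deposited table equalled those of DESeq2 for all 4351 genes when control 3 was replaced by a second copy of control 1, and did so under none of the other 18 sets of libraries. A copied library is not an independent replicate, so those calls would rest on fewer independent controls than calls on all 6 libraries. With all 6 libraries, DESeq2 lost 83 of the calls in the authors' deposited table and gained 61.

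The 5 highest fold changes under the naming rule were in *trpE*, *trpD*, *pyrB*, *trpB* and *copA*. The first, *trpE* (BW25113_RS06590) of tryptophan synthesis, had 32, 39 and 23 counts in the controls and 39594, 23142 and 50498 in gold, a log2 fold change of 9.89 (SE 0.24) with an edgeR adjusted p of 3.15e-10. For *trpD* the log2 fold change was 8.30 (SE 0.11) and for *trpB* 7.27 (SE 0.27). *pyrB*, of pyrimidine synthesis, had 3, 3 and 4 counts in the controls and 1551, 926 and 460 in gold, a log2 fold change of 7.90 (SE 0.62) with an edgeR adjusted p of 0.000398. The 5 lowest were *lsrA*, *lsrC* and *lsrB*, which take up the signal molecule autoinducer-2, and *malE* and *malK*, which take up maltose. *lsrA* (BW25113_RS07930) fell from 5714 ± 606 to 6.14 ± 1.65 CPM (SD, n = 3 libraries per group), a log2 fold change of -9.84 (SE 0.24, edgeR adjusted p 1.74e-10). The log2 fold changes of *lsrC*, *malE*, *malK* and *lsrB* were -9.16, -9.14, -8.74 and -8.73. All 10 stayed called in each alternative that gave a value for them.

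Copper homeostasis genes were examined because the regulator CueR, which governs *copA* and *cueO*, also senses gold. *copA* (BW25113_RS02500), the exporter of cuprous ions, was the most abundant gene in every gold library, with 3.39% to 3.53% of all counts against 0.0238% to 0.0298% in the controls. It rose 147-fold, from 246 ± 26.4 to 36196 ± 103 CPM, with a log2 fold change of 7.20 (SE 0.09, edgeR adjusted p 1.35e-10). *cueO* (BW25113_RS00615), the periplasmic copper oxidase, rose from 114 ± 1.59 to 4768 ± 251 CPM, with a log2 fold change of 5.38 (SE 0.04, edgeR adjusted p 1.70e-10). Of the CusCFBA efflux system, which the regulator CusR governs, no tested gene was called higher. *cusA* fell from 42.8 ± 3.43 to 21.05 ± 2.48 CPM, a log2 fold change of -1.03 (SE 0.12, edgeR adjusted p 5.13e-05). It lost its call without control 3 (-0.97), without gold 1 (-0.94) or without gold 3 (-0.99), because the change no longer exceeded 1. The same held for DESeq2 on all 6 libraries (-0.999), for TMM without the ribosomal protein genes (-0.988), with no low-count filter (-0.987) and for DESeq2 with control 3 replaced by a copy of control 1 (-0.957). *cusB* differed by less than the spread between replicates (log2 fold change -0.19, SE 0.53, edgeR adjusted p 0.698), and its sign turned to 0.23 without control 2 and to 0.06 without gold 2. *cusC* and *cusF* had at most 15 counts in any library and did not pass the low-count filter. The CusR list as a whole had a median log2 fold change of -0.71 over 4 tested genes and was not called (camera adjusted p 0.208), with 1 call both over all genes and adjusted over the list alone.

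**Figure D2:**
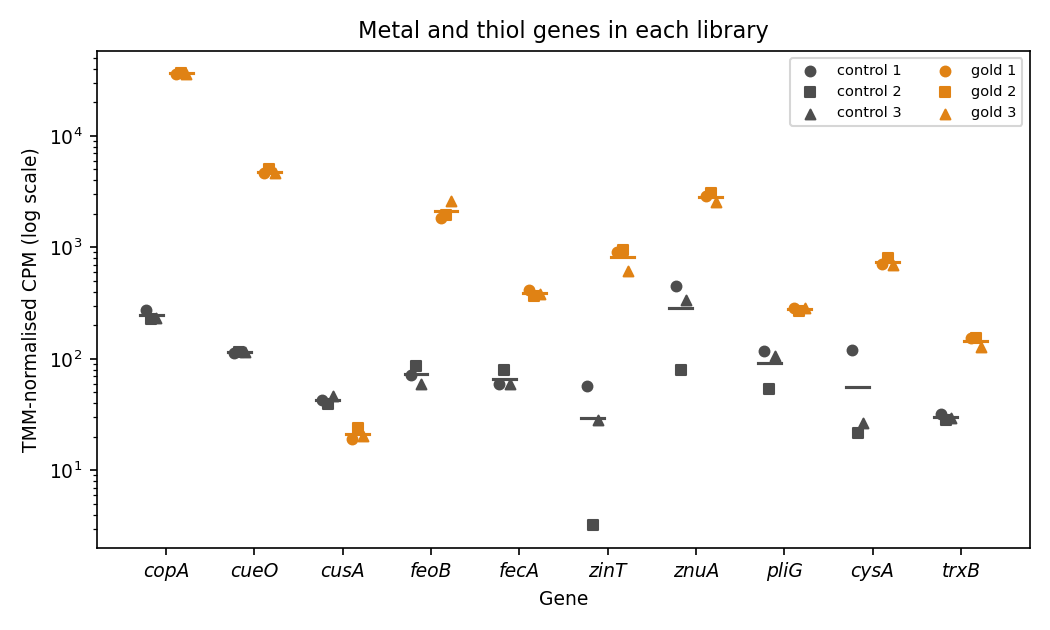
TMM-normalised CPM on a log scale (y axis) of 10 metal and thiol genes (x axis) in each of the 6 libraries, with a horizontal line at the mean of each group and a marker shape for each replicate number. Gold libraries lie above all controls for 9 of the genes and below them for *cusA*. Control 2 of *zinT* and *znuA* lies far below controls 1 and 3, and control 1 of *cysA* lies far above controls 2 and 3.

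Zinc uptake under the regulator Zur was compared next. *zinT* (BW25113_RS10305) rose from 29.4 ± 26.9 to 822 ± 183 CPM (log2 fold change 4.79, SE 1.24, edgeR adjusted p 0.00249). Its control counts were 207, 11 and 90, so the size of the change depended on the control libraries. Its log2 fold change was 5.74 without control 1 and 4.27 without control 2. *znuA* rose from 288 ± 189 to 2845 ± 251 CPM (log2 fold change 3.31, SE 0.77, edgeR adjusted p 0.00436), and the value was 3.78 without control 1 and 2.87 without control 2. *ykgM* and *pliG* rose by 3.29 and 1.60. *znuC* was called at 1.60 (edgeR adjusted p 0.0295) and *znuB* was not at 0.65 (edgeR adjusted p 0.0833). The call of *znuC* was lost without control 3 (adjusted p 0.0558) and without gold 1, 2 or 3 (0.0700, 0.0571 and 0.0594). Its adjusted p ranged from 1.19e-06 to 0.0700 over the alternatives. *ykgO*, with 0 or 1 count in each control and 6 to 12 in gold, did not pass the low-count filter. Over the 6 tested genes the median log2 fold change was 2.44, all 6 were higher, and 5 were called both over all genes and adjusted over the list alone. The list was not called (camera adjusted p 0.0533), but it was without control 1 (0.0263), control 2 (0.0122) or control 3 (0.0418). Its adjusted p ranged from 0.0120 to 0.502 over the alternatives and was 0.285 when camera was given the DESeq2 statistics. The genes *zntA*, which the study describes as a zinc exporter, and *zntB* went the other way. *zntB* fell by 2.00 on the log2 scale (edgeR adjusted p 6.70e-08), and *zntA* lay at the limit with -0.998 (edgeR adjusted p 0.00143). *zntA* did not pass the fold change minimum in the main test. It did without control 1 (-1.15), control 3 (-1.098) or gold 3 (-1.09), but was -0.69 without control 2 and -0.88 without gold 1. It also did with total count scaling (-1.14), upper quartile factors (-1.004) and at least 50 counts in 3 libraries (-1.06). Its control counts were 217, 359 and 210.

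Iron uptake was compared through genes repressed by Fur. All 33 genes of this list were higher, 32 were called both over all genes and adjusted over the list alone, and the median log2 fold change was 2.55 (camera adjusted p 6.65e-11). The highest was *feoA* of the ferrous iron transporter at 5.32 (SE 0.33), which rose from 6.02 ± 2.17 to 241 ± 47.4 CPM. *feoB* and *feoC* rose by 4.87 and 3.80, and *fecA* and *fecB* of ferric citrate uptake by 2.55 and 2.37. *ndh* and *grcA*, which the study names among genes that answer to several metals, rose by 3.47 and 5.002. That list of 23 genes had a median of 2.60 (camera adjusted p 4.19e-07) and 22 calls, also 22 when adjusted over the list alone. Because the study chose it partly on these libraries, this is not independent evidence.

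Sulfur assimilation under CysB was compared as a source of cysteine and thiols. Of 24 tested genes, 17 were higher, 10 were called over all genes and 9 adjusted over the list alone, all of them higher. Grouped after their values were seen, the genes named *cys* were all higher, from 0.71 for *cysP* to 3.70 for *cysA*. Among them *cysP*, *cysJ* and *cysT* were not called. The lower genes of the list were *sbp*, *cbl*, *tcyJ*, *tauA*, *ssuB*, *ssuD* and *ssuE*. Over all 24 tested genes the median log2 fold change was 1.06 and the list was not called (camera adjusted p 0.0776). Without control 1 the median was 1.504 and the list was called (0.00285). Its adjusted p ranged from 0.00285 to 0.655 over the alternatives. The highest member, *cysA*, had 434, 74 and 86 counts in the controls and 2622 to 3470 in gold, a log2 fold change of 3.70 (SE 0.78, edgeR adjusted p 0.00408). It was 4.92 without control 1. *tcyP*, a cystine transporter, rose by 1.28. The thioredoxin reductase gene *trxB* rose from 29.9 ± 1.83 to 144 ± 15.1 CPM (log2 fold change 2.26, SE 0.10, edgeR adjusted p 4.90e-08). In the glutathione importer, *gsiB*, *gsiC* and *gsiD* rose by 1.71, 1.58 and 1.82 and were called. *gsiA* rose by 0.98 (edgeR adjusted p 1.51e-05), just under the minimum, and passed it without control 1 (1.08), gold 2 (1.02) or gold 3 (1.04). It also passed under DESeq2 (1.01), under TMM without the ribosomal protein genes (1.02) and with no low-count filter (1.02), with a range from 0.83 to 1.08 over the alternatives. For *trxB* the authors' deposited table gave 2.26, and for the mean of the 4 *gsi* genes 1.45.

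Stress regulons gave mixed values. Over the 15 tested genes under OxyR and SoxRS, which answer to oxidants, the median log2 fold change was 0.73, with 6 higher and 4 lower calls both over all genes and adjusted over the list alone (camera adjusted p 0.337). *fumC* was the extreme at -2.17. *soxS* fell by 1.11 (edgeR adjusted p 0.00467), but without gold 3 by 0.74, under the minimum. The CpxR envelope stress list had a median of -0.03, a mean of 0.21 and a camera direction upwards, so its signs differed, and it was not called (camera adjusted p 0.793). Over the scaling alternatives its median lay between -0.18 and 0.02. Of its 9 genes, 2 were called higher and 1 lower, also when adjusted over the list alone. The higher calls were *aroG* at 2.29 and *degP* at 1.47, and the lower one was *yqaE* at -2.06 (edgeR adjusted p 5.49e-07), named after its value was seen. *cpxP* fell by 0.61, under the minimum. The LexA list of DNA damage genes had a median of -0.18 with 4 higher and 2 lower calls among 19, also adjusted over the list alone (camera adjusted p 0.635), and *sbmC* was its extreme at -2.87. The acid resistance list under GadE, GadW and GadX had a median of -0.74 and 4 lower calls among 10, also adjusted over the list alone. It was not called (camera adjusted p 0.0695), though it was without control 1 (0.0476) or control 2 (0.0427), with a range from 0.000423 to 0.341 over the alternatives. Its extreme was *gadW* at -2.08.

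Translation and biosynthesis genes were higher. All 54 ribosomal protein genes were higher and 53 were called both over all genes and adjusted over the list alone, with a median log2 fold change of 3.16 (camera adjusted p 4.10e-16). They took 7.50% to 8.17% of the counts in gold and 1.28% to 1.37% in the controls. *rpsS* was the extreme at 5.30. The gene of the transcription factor DksA, *dksA*, fell from 453 ± 29.5 to 204 ± 10.4 CPM (log2 fold change -1.15, SE 0.07, edgeR adjusted p 1.47e-06). In the authors' deposited table its value was -1.12. The tryptophan list had a median of 5.89 (camera adjusted p 1.76e-05) with 10 of 10 genes called. The histidine list had a median of 3.87 (0.000216) with 8 of 8, led by *hisB* at 4.28. For methionine the median was 3.70 (2.73e-05) with 12 of 14, led by *metE* at 6.76, and for purines 2.99 (0.000390) with 12 of 14, led by *guaB* at 4.95. Branched-chain amino acids had a median of 2.39 (0.000537) with 12 of 14, led by *leuC* at 3.98, and arginine 1.85 (0.0107) with 7 of 12, led by *carA* at 3.93. In these 6 biosynthesis lists the counts of calls were equal when adjusted over the list alone. The arginine list was not called when camera was given the DESeq2 statistics (adjusted p 0.0519), and its adjusted p ranged from 0.000765 to 0.376 over the alternatives.

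Lists that were lower held genes of the stationary phase, of heat shock and of alternative carbon sources. The RpoS general stress list had a median log2 fold change of -1.57 (camera adjusted p 2.33e-07), with 25 of 25 genes lower and 20 called. Its extreme, *csiD*, fell from 14110 ± 1157 to 85.9 ± 10.1 CPM (log2 fold change -7.36, SE 0.12, edgeR adjusted p 1.70e-10). The RpoH heat shock list had a median of -0.83 (0.000636) with 7 of 18 genes called, led by *hslR* at -2.05. The maltose list under MalT had a median of -4.84 (0.000117) with 10 of 11 called. Autoinducer uptake under LsrR had a median of -8.27 (1.83e-05) with 8 of 8 called, and fatty acid degradation under FadR -6.47 (2.97e-05) with 8 of 8, led by *fadH* at -7.68. In these 5 lists the counts of calls were equal when adjusted over the list alone.

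Of the 21 lists, 14 were called by camera with the preset correlation, 9 higher and 5 lower. All 14 were also called by fry, which called 19. Fry asks whether the genes of a list changed in a common direction, whatever the other genes did. With the correlation estimated from the data, camera called 0 lists after adjustment and had 5 with an unadjusted p below 0.05.

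**Figure D3:**
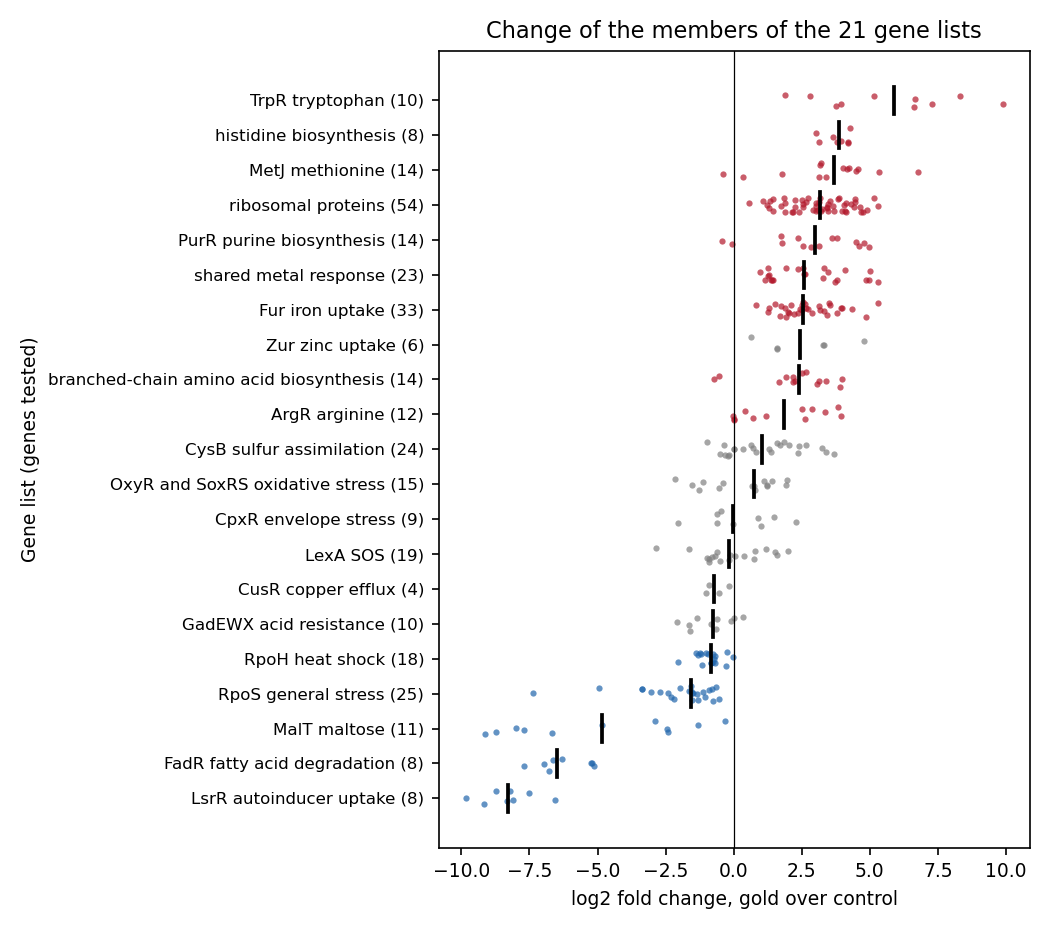
Log2 fold change, gold over control (x axis), of the tested members of the 21 gene lists (y axis, with the number of genes tested); each point is 1 gene, black lines are medians, and red or blue marks lists called higher or lower by camera with the preset correlation. Medians run from -8.27 for autoinducer uptake to 5.89 for tryptophan, and the 7 lists in grey were not called.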

Values the study reported

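The study counted reads over 4,378 coding sequences and reported 1,028 up-regulated and 1,025 down-regulated genes in the gold treatment. For *trxB* under gold it gave a log2 fold change of 2.25, and for the *gsiABCD* unit an average of 1.44.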

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

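All alternatives here were chosen before the counts were seen, except DESeq2 with control 3 replaced by a second copy of control 1, which was chosen after. No called gene changed direction in any of the 15 settings in which calls were compared. The count of called genes stayed within 1.5 times 1968 in every setting except that with no fold change minimum, which gave 3005 genes, 1490 higher and 1515 lower. A test against a log2 fold change of 1 (glmTreat) gave 1589 and an adjusted p below 0.01 gave 1946. Of the 1968 calls, DESeq2 kept 1938 and scaling by total counts kept 1854. Requiring at least 50 counts in 3 libraries tested 3047 genes and kept 1694, so part of the loss came from fewer genes tested. Leaving out each library in turn kept between 1903 and 1921.

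The share of variance on the first component was 95.5% with all tested genes and 98.4% after an rlog transform, and between 98.7% and 99.4% with 1 library left out. For single named genes, 750 values kept their direction and their side of the thresholds, 12 moved past them, 13 fell short and 3 reversed. The genes that crossed were *cusA*, *znuC*, *zntA*, *gsiA* and *soxS*. The reversed values were all of *cusB*, which was never called, at 0.23 without control 2, 0.06 without gold 2 and 0.0414 in DESeq2 with the copied control. With 1 library left out it ranged from -0.51 to 0.23. The median of the CpxR list, also never called, ranged from -0.28 to 0.19 over the alternatives.

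Replicate numbers are shared by both groups, and the study set up its biological trials for both conditions. Same-numbered libraries did not deviate together (correlations of -0.05, -0.17 and -0.02 across genes), so no shared effect of a trial was seen. Such correlations cannot decide whether the cultures were paired by design. With the replicate number as a block, 1974 genes were called, 987 higher and 987 lower. The block also brought the Zur list (median 2.54, adjusted p 0.0320) and the CysB list (1.096, 0.0392) past the threshold, and *znuC* fell short (0.0531).

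With the correlation estimated from the data, camera called 0 of the 21 lists, against 14 with the preset correlation. This setting changes only the test and not the medians, which stayed at 2.55 (Fur), 3.16 (ribosomal proteins), 3.70 (methionine), 5.89 (tryptophan), 3.87 (histidine), 1.85 (arginine), 2.39 (branched-chain), 2.99 (purine), -1.57 (RpoS), -0.83 (RpoH), -4.84 (maltose), -8.27 (autoinducer uptake), -6.47 (fatty acids) and 2.60 (shared metal response), with adjusted p from 0.0847 to 0.376. Fry added 5 lists, Zur (2.44), CusR (-0.71), OxyR and SoxRS (0.73), LexA (-0.18) and Gad (-0.74), and asks a less strict question than camera. The Zur list was also called with total count scaling (2.30) and without a low-count filter (3.18), where 1 more gene entered. It was not called under DESeq2 (adjusted p 0.285), DESeq2 with the copied control (0.358) or an estimated correlation (0.502). Nor was it called with the remaining scaling factors (adjusted p 0.0523 to 0.0564) or with at least 50 counts in 3 libraries (0.0630). Without gold 1, 2 or 3 it was not called either (0.0563, 0.0624 and 0.0522). The CysB list was called with at least 50 counts in 3 libraries (1.74). The arginine list was not called under DESeq2 (1.90) or DESeq2 with the copied control (1.84), and the cause was not tested.

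With libraries left out, the Zur median lay between 2.10 and 2.81, the CysB median between 0.73 and 1.504 and the Gad median between -0.91 and -0.70. Zur was called when any 1 of the 3 controls was left out, CysB without control 1, and Gad without control 1 or 2. Depth limited *cusC*, *cusF* and *ykgO*, whose counts were too low for the main test. Without a filter *ykgO* had a log2 fold change of 3.18 (edgeR adjusted p 0.00184) and *cusC* -1.14 (0.0133), both past the thresholds, and *cusF* 0.31 (0.713). Under DESeq2 *ykgO* also passed (3.38, adjusted p 0.00997), but *cusC* did not (-1.18, adjusted p 0.0544). The value for *ykgO* rests on 2 counts over the controls and 25 over gold, a ratio of 10.1 with an exact 95% Poisson interval of 2.52 to 88.0 that covers counting error only.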

Other observations

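The tests below were chosen after the results they bear on had been seen, except the normalisation without ribosomal protein genes, which was among the alternatives fixed in advance, and the first test of growth state, whose 2 gene lists were written after the wider pattern was known but before their own values were seen.

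The deposited count table and the authors' deposited table do not come from the same 6 columns. DESeq2 on all 6 libraries differed from the authors' deposited table by up to 3.55 in log2 fold change. With control 3 replaced by a second copy of control 1, the largest difference over 4351 genes was 5.1756e-10. Of the 18 other sets tried, the closest was that with control 3 left out, at 0.60. A different DESeq2 version was excluded as the cause, because the version used here gave the deposited value within 0.001 for 4351 of 4351 genes. The deposited control 3 column was not itself a copy, since it differed from both other controls by more than sampling noise. A candidate explanation is that a column was duplicated when the table was made, and it stays open whether the count column for control 3 was made again later. On that set DESeq2 also gave 1028 higher and 1025 lower calls. A copied library is no independent replicate. With a duplicated column, adjusted p-values and calls in the authors' deposited table would rest on controls 1 and 2 alone, with control 1 counted again. The effect of the mismatch on fold changes was small for most genes. Among 2984 genes with a mean of at least 50 counts, 38 moved by over 0.25 and 6 by over 0.5 in log2 fold change. All 6 were genes of sulfur assimilation, chosen here after their values were seen: *cysI*, *cysW*, *cysH*, *cysA*, *cysT* and *cysJ*. The fold change of *cysI* in the authors' deposited table was 2.64, against 3.31 with all 6 libraries, and that of *cysA* was 3.12 against 3.75. The Zur list median in the authors' deposited table was 2.85 over 7 genes, against 3.35. The CysB list median in the authors' deposited table went the other way, with 0.94 over 25 genes against 0.86.

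These genes differed among the controls. Relative to the control mean, the median log2 level of the CysB genes was 0.63 in control 1, -0.48 in control 2 and -0.11 in control 3, and that of the Zur genes 0.64, -1.04 and 0.39. In the gold libraries the CysB medians were 1.44, 1.23 and 0.86. Carry-over of gold RNA into control 1 was weighed first. The 5 highest genes under the naming rule imply a share of at most 0.127% gold RNA there. The excess would need 29.3% by the median of the 15 CysB genes at least 1.5 times higher in gold and 13.8% by that of the 6 Zur genes, so carry-over is argued against. Depth is argued against too, as the control totals differed by a factor of 1.09. The median SD of the CysB list among controls lay at percentile 100 of 10000 random lists matched on expression. Of the 21 lists, 7 lay at or above percentile 99. Among these the median SD was 0.91 for Zur and 0.57 for CysB, the highest of all lists, and 0.28 to 0.44 for the other 5. Among the gold libraries 8 of the 21 lists lay at or above percentile 99. CysB was again one of them, at percentile 99.8 with a median SD of 0.23, and Zur lay at percentile 91.1 with 0.15, so the wide spread of CysB was not confined to the controls. An ordinary difference between cultures and a specific cause cannot be told apart from 3 controls. A difference in sulfur or zinc supply between the control cultures may contribute, and was not tested. The CysB and Zur changes in gold are therefore less precisely measured than those of *copA* or the Fur list.

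Ribosomal protein genes were higher and RpoS genes lower in gold, which may reflect a difference in growth state at 10 hours as well as gold itself. The test used 19 further genes of transcription, translation and ATP synthesis and 10 genes of starvation and ribosome hibernation. The first list had a median log2 fold change of 2.01, with 17 of 19 higher, and the second -1.21, with 8 of 10 lower. The difference of 3.22 lay at percentile 99.98 of 10000 random pairs of lists matched on expression. However, 7 genes of the first list belong to the single *atp* operon and 6 lie within 2 places of a ribosomal protein gene in the MG1655 gene order, so they partly restate the pattern that prompted the test. Without the *atp* genes the median was 1.03, at percentile 92.9 of random lists. Over the 6 genes apart from both (*fis*, *infA*, *infB*, *nusA*, *frr* and *prfA*) it was 0.62, at percentile 74.4, and *fis*, *infA*, *infB* and *prfA* were each higher (edgeR adjusted p 9.40e-07, 2.65e-06, 0.000797 and 0.000183). The median of the starvation list lay at percentile 4.43. Set against the starvation list, the difference was 2.25 without the *atp* genes, at percentile 98.8 of random pairs, and 1.83 over the 6 genes, at percentile 94.7. Not every gene went that way. In the first list *nusG* was lower (-0.39, edgeR adjusted p 0.00189), and *frr* (-0.08, 0.423) and *nusA* (0.09, 0.391) did not change beyond their spread. *hpf* and *uspA* of the starvation list rose by 0.96 and 1.74, and *rmf* did not change beyond its spread (-0.26, edgeR adjusted p 0.0808). The ribosomal median was 3.20 when those genes were kept out of the normalisation, so it did not come from their own weight in the scaling. TMM trims extreme genes in any case, so this setting could change little. It shifted log2 fold changes by a median of 0.04 and cannot rule out other effects of scaling. The study chose this gold dose from growth curves and reported that it mildly inhibited the cultures. Growth at harvest was not analysed here for these cultures and would go with the gold treatment. Growth state and a direct effect of gold therefore cannot be told apart.

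The number of splits alone could not exclude chance, since 3 libraries against 3 make only 10 splits. Apart from the splits, every pair of libraries from different groups had a chi-square per degree of freedom of at least 634, against at most 36.8 within a group. Only 1 of the 10, the real one, gave at least as many calls, as many higher calls or as many lower calls. The other 9 gave 0 calls by edgeR, with 3 to 15 genes at an unadjusted p below 0.05, and 0 by DESeq2. Each of them mixes the groups, which raises the common coefficient of variation from 12.6% to between 67.3% and 68.1%, so few calls could come from them. For gene lists, 7 of the 10 splits gave at least 14 called by camera with the preset correlation. Splits that mix the groups still carry part of the difference between gold and control, so they are no measure of what chance alone gives for the lists.

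The operon for type 1 fimbriae, chosen after its values were seen, was higher in gold. *fimA* rose from 1361, 1787 and 1249 counts in the controls to 14990, 10160 and 22105 in gold (log2 fold change 3.08, edgeR adjusted p 7.03e-08), and *fimI*, *fimC*, *fimD*, *fimF*, *fimG* and *fimH* rose by between 1.43 and 5.13. Of the recombinase genes beside it, *fimB* rose by 3.10 and *fimE* did not change beyond its spread (-0.48, edgeR adjusted p 0.106). No explanation was tested.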
